A study of Mus musculus with 12 samples.

How the data were processed

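Polyadenylated RNA was measured by RNA sequencing in 12 libraries from mouse embryos of the same inbred strain background, in 4 groups of 3. Per the labels, palatal shelves were taken at embryonic day E13.5 and maxillary processes at embryonic day E11.5, and the covering ectoderm was digested with trypsin. Per the labels' protocols, libraries were made with the NuGen Universal Plus mRNA-Seq kit after polyA selection and sequenced on an Illumina NovaSeq instrument.

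The deposited estimated counts per gene were made by the authors with Salmon, a tool that assigns reads to transcripts and estimates the count of each. The tool is known only from the names under which the tables were deposited. The labels do not state its version, its transcript index, the genome build, any trimming, or whether strand was used. The deposited TPM values were made by the authors in the same way and are scaled for transcript length and for depth, so that each library sums to the same total. Each table held 53392 versioned Ensembl mouse gene identifiers and 1 column per library. No gene had been filtered out, and 0 columns lacked a sample. Symbols, coordinates and gene types were taken from GENCODE release M21 (mouse build GRCm38), which is not stated to be the authors' annotation. Without the version suffix 53355 identifiers matched, of which 52175 had the same version, and 37 did not match.

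Groups were taken from the labels. The estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with TMM normalisation, edgeR's default filter on low counts and Benjamini-Hochberg adjustment over all genes tested. The genotype was the only term, and each of the 2 comparisons was fitted on its own 6 libraries. A false discovery rate (FDR) of 0.05 was the threshold. Normalised read counts are in CPM, counts scaled by library totals and TMM factors. Fold changes are on the log2 scale with a standard error derived from the quasi-likelihood F statistic.

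The tests, the alternatives and the rule for naming genes were chosen before the data were examined. The rule covered Srsf3, Pdgfra, the sex genes, members of the gene lists, and in each comparison up to 5 genes with the largest rise and up to 5 with the largest fall among genes past the FDR threshold with a mean of at least 5 CPM and no overlap between the groups. Gene lists were also fixed then, from general knowledge. There were 8 study lists (SR protein, p53 target, FoxO target, cell cycle, immediate early, facial mesenchyme transcription factor, canonical Wnt feedback and osteochondrogenic genes) and 6 lists of marker genes of other cells (ectoderm, red blood cell, endothelial, macrophage, skeletal muscle, neuron and glia). The lists for 5 embryonic regions (forebrain neuroepithelium, mandibular, frontonasal and periocular mesenchyme, and the second arch) were written after the most changed genes had been seen and before the values of their members were. Some members of the lists are not reported here by name. Lists were tested with limma 3.58.1 camera on log2 CPM, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment within each kind of list.

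Alternatives were other normalisations (DESeq2-type size factors, upper quartile), other filters (none, or more than 1 CPM in at least 3 libraries), the replicate number as a block, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1), other thresholds, fry and an estimated correlation for the lists, and leaving out each library. The sex of the embryo as a covariate, leaving out libraries for the overlap and for the marker and region lists, and the effective length with its settings were chosen after seeing the data.

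The effective length of a gene was calculated as its estimated count divided by its TPM value, centred in each library on the median gene, on the log2 scale. It moves when the mix of a gene's transcripts of different length moves. It was tested with limma on genes with a count of at least 50 in all 6 libraries. Exon-level coverage and splice junctions were not analysed here, because the tables hold gene totals.

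The tests of edgeR and DESeq2, camera with its preset correlation and the effective length test were tried on simulated data drawn from the means and library sizes of the real libraries, with 200 changed genes. For the palatal shelf (16525 genes simulated) edgeR recovered 74.5% of the changed genes, and 5 of its 154 calls were false (3.25%). For the maxillary process (14254 genes simulated) it recovered 71.5%, and 9 of 152 calls were false (5.92%). DESeq2 recovered 87% and 79.5% of the changed genes in the same data, with 23% and 23.2% of its calls false. In simulated data with no change edgeR made 0 and 0 calls and DESeq2 25 and 19. Of 100 random lists, camera called 0 and 3 at an unadjusted p under 0.05, and it called 20 of 20 lists in which 8 of 20 genes had been raised 4-fold. The simulated genes varied independently of each other, so these figures do not show how often camera falsely calls lists of genes that vary together. Regrouping the real maxillary process libraries gave up to 5 study lists past an FDR of 0.05 by camera. For the effective length, 85% and 81% of 200 genes shifted by 0.6 were called, with 10 and 9 false calls among 12907 and 11002 genes. The other tests were not tried on simulated data.

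Total estimated counts ran from 30.5 to 37.4 M (megacounts) per palatal shelf library and from 15.9 to 27.9 M per maxillary process library. At these depths the spread between embryos, not counting error, sets the precision of all but the lowest genes. The biological coefficient of variation was 0.234 in the palatal shelf and 0.217 in the maxillary process. The number of transcripts behind the counts is not known, since the tables do not separate amplification copies.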

Results

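Gene expression was measured in tissue of the developing upper face of mouse embryos, after digestion of its ectoderm, in 12 libraries that formed 2 comparisons of 3 against 3. The first compared palatal shelves at embryonic day E13.5 from Pdgfra PI3K/PI3K embryos and wild-type embryos. Pdgfra encodes the receptor tyrosine kinase PDGFRα, and the PI3K allele is a knock-in at that locus. The second compared maxillary processes, the embryonic swellings from which the palatal shelves grow, at embryonic day E11.5. There, embryos homozygous for a floxed Srsf3 allele carried the Wnt1-Cre transgene or lacked it. Wnt1-Cre deletes floxed sequence in the neural crest, and Srsf3 encodes an SR protein that regulates RNA splicing. The series concerns splicing by Srsf3 downstream of PDGFRα, and the tables analysed here give gene totals.

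Wild-type palatal shelf libraries held 30.7, 35.3 and 33.7 M estimated counts (M, megacounts), and PI3K libraries held 30.5, 32.3 and 37.4 M. Maxillary process totals were 15.9, 17.2 and 21.7 M in the controls and 19.7, 27.9 and 18.4 M in the libraries labelled Srsf3 cKO. The deepest library thus had 1.23 times the total of the shallowest in the palatal shelf and 1.75 times in the maxillary process. Pearson correlations of log2 CPM across genes ran from 0.970 to 0.983 within palatal shelf groups and from 0.966 to 0.989 between them. The maxillary process gave 0.965 to 0.984 within groups and 0.942 to 0.975 between groups. Every pair of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom of at least 11, so all 12 were counted as separate replicates. Transcripts of Y-linked genes were present in wild-type library 3, PI3K library 1, control library 1 and library 1 labelled Srsf3 cKO. Each group therefore had 1 library with Y-linked transcripts and the groups did not differ in sex composition.

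The genes altered by the design were examined first. Srsf3 (ENSMUSG00000071172.13; chromosome 17, 29032628 to 29043373, plus strand, protein-coding) had 574 ± 25.5 CPM (SD, n = 3) in the control maxillary process and 586 ± 105 CPM (SD, n = 3) in the libraries labelled Srsf3 cKO. Its log2 fold change was 0.03 with a standard error of 0.14 and a 95% interval from -0.29 to 0.35, and its adjusted p was 0.9539 (edgeR quasi-likelihood test, Benjamini-Hochberg). The 3 libraries labelled Srsf3 cKO had 468, 669 and 622 CPM against 597, 578 and 547 CPM in the controls. A reduction of the Srsf3 gene total was thus not seen, and the lower end of the interval was -0.29 on the log2 scale. The count of a gene would not show the loss of part of its exons if the shortened transcript were still made and counted. The direction of this value was not stable. It was -0.16 with limma on log2(TPM + 0.1), the alternative that moved it most among those that kept all 6 libraries. Without library 2 or library 3 of those labelled Srsf3 cKO the log2 fold change was -0.07 or -0.00, with the threshold not passed in any fit. Palatal shelf Srsf3 had 358 ± 21.5 CPM in wild-type and 345 ± 19.1 CPM in PI3K libraries (SD, n = 3 each), a log2 fold change of -0.05 (standard error 0.08) within the spread between replicates. That value was 0.00 without wild-type library 2 and with limma on log2(TPM + 1).

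Pdgfra (ENSMUSG00000029231.15; chromosome 5, 75152292 to 75198215, plus strand, protein-coding) had 491 ± 18.6 CPM (SD, n = 3) in wild-type and 498 ± 57.0 CPM (SD, n = 3) in PI3K palatal shelves. The log2 fold change was 0.02, with a standard error of 0.10, a 95% interval from -0.22 to 0.26 and an adjusted p of 0.9997 (edgeR quasi-likelihood test, Benjamini-Hochberg). The alternative that moved it most was limma on log2(TPM + 0.1), with 0.59 and an adjusted p of 0.9999, and effective length was lower there by a shift of -0.579. Its sign changed without wild-type library 2 (-0.00) and without PI3K library 3 (-0.07). For the maxillary process, Pdgfra had 349 ± 47.9 CPM in controls and 330 ± 97.8 CPM in the libraries labelled Srsf3 cKO (SD, n = 3 each), with a log2 fold change of -0.08 (standard error 0.21). There the sign changed without control library 3 (0.04) and without library 2 labelled Srsf3 cKO (0.11). The annotation places a microRNA gene on the same strand and 2 further gene models on the opposite strand within Pdgfra.

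**Figure D1:**
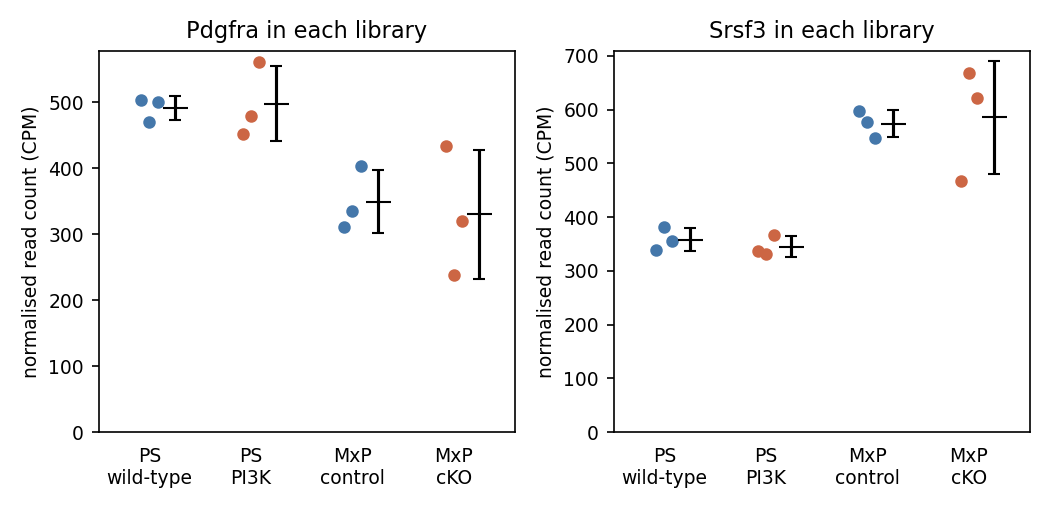
Normalised read counts (CPM, TMM-normalised, linear axis from 0) of Pdgfra and Srsf3 in the palatal shelf (PS) and maxillary process (MxP) groups. Each coloured point is 1 library and the black bar and whiskers are the mean and SD of 3. Srsf3 had 574 CPM in control and 586 CPM in the libraries labelled Srsf3 cKO, and Pdgfra 491 CPM in wild-type and 498 CPM in PI3K palatal shelves.

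The PI3K comparison asked how the palatal shelf transcriptome changes with the PI3K allele. Of 16525 genes tested, 0 passed an FDR of 0.05 and 0 passed 0.1, and the smallest adjusted p was 0.9997 (edgeR quasi-likelihood test, Benjamini-Hochberg). At an unadjusted p under 0.05 there were 354 genes (2.14%), of which 253 were higher and 101 lower in PI3K libraries, where 826 would be reached by chance. The groups did not overlap in 1030 genes, 6.23% of those tested, and chance gives 10% for 3 against 3. DESeq2 was the alternative that moved the count most, with 4 genes, all of them higher in PI3K libraries. In simulated data of the same depth and spread, edgeR recovered 89% of genes changed 4-fold. The gene with the smallest unadjusted p was Glipr2 (ENSMUSG00000028480.14; chromosome 4, 43957401 to 43979118), chosen after its values were seen. Its normalised read count was 24.9 ± 2.35 CPM in wild-type and 38.5 ± 3.81 CPM in PI3K libraries (SD, n = 3 each), a log2 fold change of 0.63 with an adjusted p of 0.9997 by the same edgeR test.

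The first principal component of the palatal shelf held 40.3% of the variance and did not part the groups. The scores of the wild-type libraries were -41.5, 41.2 and 1.7 against -45.0, 27.5 and 16.1 for the PI3K libraries. The second, with 22.3%, did part them, with scores from -39.4 to -3.75 in the wild-type and from 8.49 to 34.7 in the PI3K libraries. In the maxillary process the first component held 41.2%. It parted the groups, with scores of -10.9, -29.3 and -45.5 in the controls and 52.6, 24.6 and 8.4 in the libraries labelled Srsf3 cKO.

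Among the 8 study lists in the palatal shelf, 1 passed an FDR of 0.05 by camera. The 24 p53 target genes had a median log2 fold change of -0.12 (7 higher, 17 lower, adjusted p 0.01731 by limma camera). This call did not hold under fry (adjusted p 0.9063) or with an estimated correlation (0.3714), both from limma. It was also lost without wild-type library 1 (adjusted p 0.1801, limma camera), wild-type library 3 (0.06599) or PI3K library 3 (0.09926), and with no filter on low counts (0.07232). The 19 FoxO target genes had a median of 0.12 (15 higher, 4 lower), with an adjusted p of 0.0732 by limma camera that became 0.03756 without PI3K library 1. The 29 facial mesenchyme transcription factor genes had a median of 0.07 (16 higher, 13 lower) that was -0.10 without PI3K library 2 and 0.14 without PI3K library 1, where the list passed (adjusted p 0.03756, limma camera). The medians were 0.00 for the 10 SR protein genes, with 6 higher and 4 lower, and -0.00 for the 30 cell cycle genes, with 15 higher and 15 lower. The cell cycle median was 0.12 without wild-type library 2, with an adjusted p of 0.002469 by limma camera. Immediate early genes had a median of 0.25 (13 of 21 higher) that was -0.01 without PI3K library 2, and canonical Wnt feedback genes had a median of -0.05 (11 of 14 lower) that was 0.05 without wild-type library 1. The 16 osteochondrogenic genes depended on single libraries most. Their median was 0.04 (8 higher, 8 lower) with all libraries, 1.04 without wild-type library 1 (adjusted p 1.462e-06, limma camera) and -0.39 without wild-type library 2. No member of these lists passed the threshold over all genes tested (0) or adjusted over the list alone (0), and at an unadjusted p under 0.05 there were 2 facial mesenchyme, 1 p53 target and 1 osteochondrogenic gene.

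The maxillary process comparison asked how the transcriptome of this tissue differs with the Wnt1-Cre transgene on the floxed Srsf3 background. Of 14254 genes tested, 12 passed an FDR of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 8 higher and 4 lower in the libraries labelled Srsf3 cKO. The balance turned over at an FDR of 0.1, with 16 higher and 20 lower of 36 genes. An unadjusted p under 0.05 was reached by 1746 genes (12.2%), 904 higher and 842 lower, where 713 would be reached by chance. The groups did not overlap in 2584 genes, 18.1% against the 10% that chance gives. DESeq2 moved the count most, to 382 genes (224 higher, 158 lower), and these included all 12. The count was 2 without control library 2, 3 without control library 3, 4 without library 2 labelled Srsf3 cKO, 6 without control library 1 and 29 (13 higher, 16 lower) without library 1 labelled Srsf3 cKO. With limma on log2(TPM + 1) there were 12 genes, of which 7 were shared and 50% were higher, against 66.7% in the edgeR fit. All directions given below rest on the labels of these libraries, in which the Srsf3 total was not reduced.

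Of these 12 genes, 9 fell under the naming rule, 5 higher and 4 lower, and all were protein-coding. Zic2 (ENSMUSG00000061524.8; chromosome 14, 122475435 to 122479852, plus strand) rose from 0.494 ± 0.108 CPM in controls to 80.2 ± 20.4 CPM (SD, n = 3 each), a log2 fold change of 7.30 (standard error 0.28) with an adjusted p of 0.0001644 by edgeR. Zic5 (ENSMUSG00000041703.7; 122456795 to 122465677, minus strand), its neighbour on the same chromosome, rose from 0.580 ± 0.472 to 24.2 ± 6.15 CPM, a log2 fold change of 5.43 (0.47) with an adjusted p of 0.01335 by edgeR. Foxd1 (ENSMUSG00000078302.5; chromosome 13, 98354242 to 98359305, plus strand) rose from 3.28 ± 1.27 to 64.5 ± 20.3 CPM, with a log2 fold change of 4.31 (0.33) and an adjusted p of 0.007804 by edgeR. Pou3f4 (ENSMUSG00000056854.4; chromosome X, 110814280 to 110817207, plus strand) had 6.53 ± 1.32 CPM in controls and 62.9 ± 7.44 CPM in the libraries labelled Srsf3 cKO. Its log2 fold change was 3.26 (0.17) and its adjusted p 0.001061 by edgeR. Thbd (ENSMUSG00000074743.4; chromosome 2, 148404466 to 148408188, minus strand) rose from 4.55 ± 1.67 to 23.8 ± 3.86 CPM, a log2 fold change of 2.39 (0.28) with an adjusted p of 0.04855 by edgeR. In the same libraries a list of 5 periocular mesenchyme marker genes, written after the most changed genes had been seen, had a median log2 fold change of 2.71. Its member Rarb was flat (0.04) and Lmx1b lay within the spread between replicates. The call of this list by camera did not hold under fry (adjusted p 0.4205, limma) or with an estimated correlation (0.7621). Without library 1 labelled Srsf3 cKO 3 of the 5 genes were higher. As many region lists were given by 5 of 10 regroupings of the libraries.

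The lower genes included Rerg (ENSMUSG00000030222.13; chromosome 6, 137054825 to 137170497, minus strand), with 15.7 ± 1.90 CPM in controls and 3.04 ± 0.861 CPM in the libraries labelled Srsf3 cKO (SD, n = 3 each). Its log2 fold change was -2.38 (standard error 0.25) and its adjusted p 0.03245 by edgeR. Lrrc4b (ENSMUSG00000047085.14; chromosome 7, 44429018 to 44463351, plus strand) went from 49.7 ± 5.16 to 12.8 ± 3.30 CPM, a log2 fold change of -1.96 (0.20) with an adjusted p of 0.03245 by edgeR. H2afv (ENSMUSG00000041126.16; chromosome 11, 6427229 to 6444443, minus strand), which encodes a histone H2A variant, went from 197 ± 12.2 to 70.0 ± 7.07 CPM. The log2 fold change of H2afv was -1.49 (0.10), with a 95% interval from -1.73 to -1.26 and an adjusted p of 0.004151 by edgeR. Its paralog H2afz had 580 ± 103 and 602 ± 83.0 CPM, and 0 of 1631 stretches of 31 nucleotides in the annotated H2afv transcripts occurred in those of H2afz. Ifitm2 (ENSMUSG00000060591.9; chromosome 7, 140954837 to 140955987, minus strand) went from 106 ± 2.48 to 66.9 ± 2.53 CPM, a log2 fold change of -0.67 (0.08) with an adjusted p of 0.04261 by edgeR. Ifitm2 shares 6.24% of such stretches with its paralog Ifitm3, and 38.1% with the protein-coding gene model Gm45717, which it overlaps on the same strand, and Rerg overlaps 1 further gene model on its strand, so their counts are uncertain.

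The 9 genes differed in how far single libraries decided their calls. Zic2 and Pou3f4 passed an FDR of 0.05 in all 6 fits that left out 1 library (edgeR quasi-likelihood test). H2afv passed in 5, the exception being the fit without control library 2 (adjusted p 0.06069, edgeR), Foxd1 in 4 and Zic5 in 3. The fit without control library 2 gave adjusted p of 0.08699 for Foxd1 and 0.1442 for Zic5 by edgeR, and that without control library 3 gave 0.0512 for both. Zic5 also lost its call without library 2 labelled Srsf3 cKO (0.05613, edgeR). Rerg, Lrrc4b and Ifitm2 passed in 1 of 6, and in 5 lost their calls, with adjusted p up to 0.2253, 0.2253 and 0.3428 without control library 2 (edgeR). Thbd passed in 0 of 6, with adjusted p from 0.0583 without control library 1 to 0.1569 without library 2 labelled Srsf3 cKO. Thbd and Rerg also missed the threshold with limma on log2(TPM + 1), at adjusted p of 0.05693 and 0.05971. All 9 genes kept their direction in all 15 settings tried for each. The other 3 of the 12 genes, Itih5, Agtr2 and Slc22a23, lay outside the naming rule and are named after their values were seen, with 24.7 ± 1.45, 0.198 ± 0.0839 and 10.0 ± 1.07 CPM in controls and 69.9 ± 14.2, 3.96 ± 1.28 and 25.6 ± 3.21 CPM in the libraries labelled Srsf3 cKO (SD, n = 3 each).

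**Figure D2:**
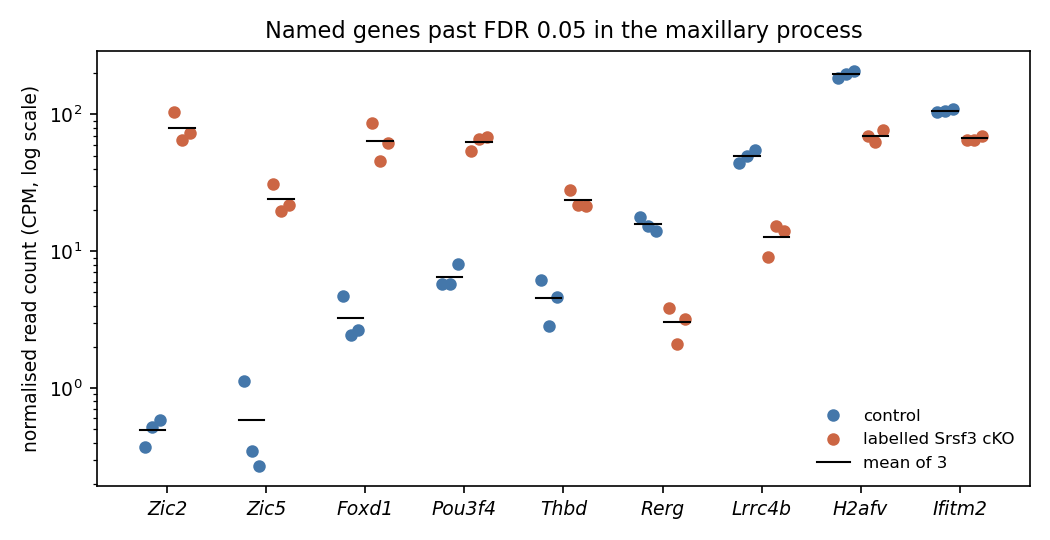
Normalised read counts (CPM, log axis) of the 9 named genes in the maxillary process, 1 point per library, with a black line at the mean of 3. In each gene the 3 control libraries and the 3 libraries labelled Srsf3 cKO do not overlap, from Zic2 (0.494 against 80.2 CPM) to Ifitm2 (106 against 66.9 CPM).

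Of the 8 study lists in the maxillary process, 1 passed an FDR of 0.05 by camera. The 29 facial mesenchyme transcription factor genes had a median log2 fold change of -0.33 (8 higher, 21 lower, adjusted p 0.02697 by limma camera). This call did not hold under fry (0.8321) or with an estimated correlation (0.8884). Without library 1 labelled Srsf3 cKO the median was -0.06 with an adjusted p of 0.8773 by limma camera, and the call was also lost without control library 1 (0.09211) or control library 2 (0.1608). Among its members 0 passed the threshold over all genes tested and 4 when adjusted over the list alone by edgeR. Among them were Alx1 with a log2 fold change of -1.10, Alx4 with -0.72 and Osr1 with -1.07. At an unadjusted p under 0.05 there were 12.

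The other 7 study lists did not pass, with adjusted p of 0.4249 or more by limma camera. The 14 canonical Wnt feedback genes had a median of -0.44 (5 higher, 9 lower) and 1 gene, Sfrp2 (log2 fold change -0.81), past the threshold when adjusted over the list alone. Without library 3 labelled Srsf3 cKO that median was -0.68, with an adjusted p of 0.03466 by limma camera. It was -0.22 without control library 3 (0.8696) and -0.23 without library 1 labelled Srsf3 cKO (0.8773). Among the 17 FoxO target genes the median was -0.01 (8 higher, 9 lower), and Klf2 (log2 fold change 0.94) passed when adjusted over the list alone, the count being 1. The FoxO median was 0.07 without control library 3. Cell cycle genes had a median of 0.07 (22 of 30 higher), which was 0.006 without control library 3 (adjusted p 0.9619, limma camera). It was 0.10 without library 1 labelled Srsf3 cKO, with an adjusted p of 0.01638 by limma camera. The p53 target genes had a median of 0.13 (15 of 23 higher) that was -0.00 without the same library. For the 10 SR protein genes, which leave out Srsf3 itself, the median was -0.03 (3 higher, 7 lower) and it was 0.09 without the same library. Immediate early genes had a median of 0.16 (12 of 19 higher) that was -0.03 without control library 3, and osteochondrogenic genes one of -0.17 (5 of 12 higher) that was 0.07 without it. In these 7 lists 0 genes passed the threshold over all genes tested. At an unadjusted p under 0.05 there were 3 p53 target, 3 FoxO target, 5 immediate early, 2 Wnt feedback and 3 osteochondrogenic genes.

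The 2 comparisons were set against each other, since the series links Srsf3 to signalling through PDGFRα. They share no libraries. With 0 genes past the FDR threshold in the palatal shelf, the overlap was 0. At an unadjusted p under 0.05, 268 and 1719 of the 14101 genes tested in both were reached, and 68 were reached in both, 39 in the same direction (16.5 by chance) and 29 in opposite directions (16.1 by chance). By one-sided Fisher's exact tests, the 33 genes higher in both gave p = 1.47e-07 and the 26 genes higher in the palatal shelf and lower in the maxillary process gave p = 8.94e-05. Genes are not independent replicates, and a comparison with regrouped libraries is given with the additional observations. With DESeq2 the overlap was 2 genes, 1 in each relation. Across the 14101 genes, Spearman's rho between the log2 fold changes was -0.01 and Pearson's r was 0.07. Of the 100 combinations of splits of the 6 libraries of each comparison, 91 gave as large an absolute rho (permutation p 0.91, where 0.01 is the smallest possible) and 59 as large an r (0.59). The largest absolute rho with 1 library left out was -0.12 without library 1 labelled Srsf3 cKO (permutation p 0.05). The sign of rho was not stable, being 0.06 without library 2 labelled Srsf3 cKO, 0.04 without PI3K library 3, 0.03 without wild-type library 1 and 0.01 without wild-type library 3 or without library 3 labelled Srsf3 cKO.

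**Figure D3:**
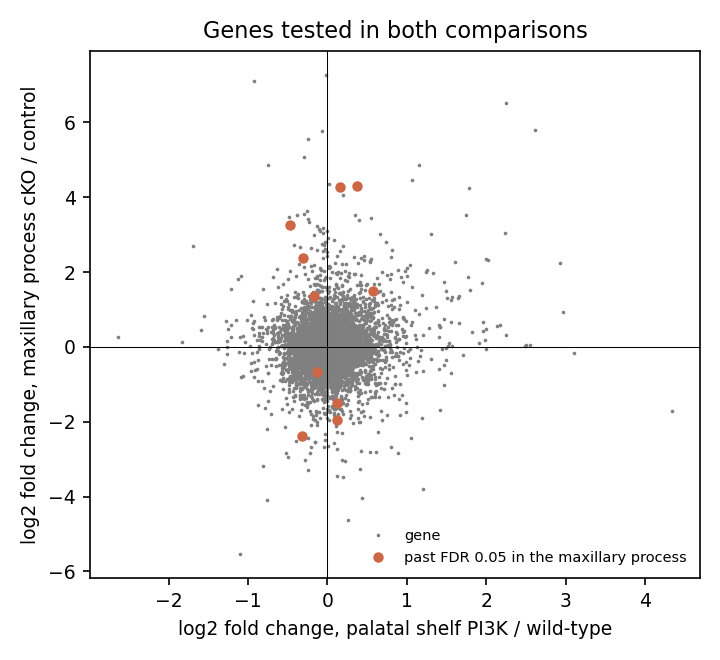
Log2 fold change of each of the 14101 genes tested in both comparisons, in the palatal shelf (x axis, PI3K over wild-type) and the maxillary process (y axis, labelled Srsf3 cKO over control). Red points mark the 10 of these genes that passed an FDR of 0.05 in the maxillary process. Spearman's rho across the genes was -0.01.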

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

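All tests in this part were chosen only after the results were seen. The results are signals in the ratio of estimated count to TPM, the effective length of a gene, which the comparisons of gene totals do not use. The ratio moves when reads shift between a gene's longer and shorter transcripts.

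The effective length of Pdgfra was lower in the PI3K palatal shelves by a log2 shift of -0.579, to 0.669 of its wild-type value. The wild-type libraries had 1.33, 1.36 and 1.32 on the centred log2 scale and the PI3K libraries 0.772, 0.753 and 0.756. It was the 1 gene of 12907 past an FDR of 0.05 (adjusted p 0.00225, limma, Benjamini-Hochberg), while 503 genes had an unadjusted p under 0.05. The gene total differed by less than its standard error (log2 fold change 0.02, standard error 0.10). Of the 10 splits of the 6 libraries, 2 gave as many genes, the real one included, and 10 splits cannot give a share under 0.1, so this count cannot tell a single call apart from one that a chance arrangement of libraries gives. With a minimum count of 10 or 200 the shift was -0.582 or -0.581. In the 6 fits that each left out 1 library it ran from -0.588 to -0.567. The adjusted p passed 0.05 in 2 of them and was 0.05 to 0.0617 by limma in the other 4, as without PI3K library 3 (0.0617). A shift of effective lengths across the whole library was not seen, since the 200 genes nearest to Pdgfra in effective length had a median shift of 0.005. Noise of the transcript estimates at this gene is argued against by the other line, in which Pdgfra is not altered and its shift was -0.041 between the groups. The annotation lists 9 Pdgfra transcripts of 442 to 6834 nucleotides. Among the explanations left open, untested here, the knock-in allele may change the end or the mix of Pdgfra transcripts. Altered sequence at the knocked-in locus, such as a changed exon or untranslated region that the transcript index does not hold, could give the same ratio and stays open, because exon-level coverage was not analysed here. A total of 10 genes had a larger absolute shift with more spread.

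In the maxillary process the effective length of B4galt5 (chromosome 2, 167298444 to 167349183) was higher in the libraries labelled Srsf3 cKO by 0.605, or 1.52 times. The controls had 0.148, 0.172 and 0.116 and the libraries labelled Srsf3 cKO 0.755, 0.751 and 0.745. It was the 1 gene of 11002 past an FDR of 0.05 (adjusted p 0.00451, limma), with 568 at an unadjusted p under 0.05. As many genes were given by 4 of the 10 splits of the 6 libraries, so a count of 1 does not stand apart from other groupings. With a minimum count of 10 or 200 it was 0.607 or 0.605. The shift stayed between 0.59 and 0.618 when each library was left out. The call was lost without control library 1 (adjusted p 0.0557, limma), without library 2 labelled Srsf3 cKO (0.118) and without library 3 labelled Srsf3 cKO (0.062). The 200 genes nearest to B4galt5 in effective length had a median shift of 0.0072, which argues against a shift of the whole library. The estimate of this gene is not always tight, as its SD within the groups of the palatal shelf was 0.159, yet that is well under 0.605. B4galt5 has 4 annotated transcripts of 361 to 4210 nucleotides, and its gene total did not pass the threshold (adjusted p 0.6131, edgeR) and overlapped between the groups, with 32.3 ± 2.16 and 35.9 ± 2.78 CPM (SD, n = 3 each). A change in the B4galt5 transcript mix with the genotype may therefore be considered as a hypothesis. A total of 22 genes had a larger absolute shift and did not pass the threshold.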

How the results depend on the processing

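Leaving out libraries for the overlap and for the marker and region lists was chosen after seeing the data. So were the effective length with its settings and the sex of the embryo as a covariate. All other alternatives were planned.

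The count of 12 genes in the maxillary process was 143 with no filter (86 higher, 57 lower), 382 with DESeq2, 40 with the replicate block, 56 with the sex of the embryo as a covariate, 36 at an FDR of 0.1 and 4 at an FDR of 0.01. The first 2 of these and the sex covariate held all 12 genes. With limma on log2(TPM + 1) over all genes listed above 0 the count was 4. It ranged from 2 to 29 genes across the 6 fits that each left out one replicate. It was 11 to 17 under the other normalisations, filters, TPM settings and a minimum log2 fold change of 1. The threshold settings change the count by construction, and the cause of the other changes was not tested. In simulated data with no change DESeq2 made 19 calls where edgeR made 0, so part of its calls could be false, although in the real comparison 1 of the 10 splits gave as many as 382. For the palatal shelf, DESeq2 gave 4 genes and all other settings gave 0, with 157 to 954 genes at an unadjusted p under 0.05 when each library was left out.

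The replicate numbers were checked for pairing. Deviations from the group means of same-numbered libraries correlated at 0.53, 0.22 and -0.22 in the palatal shelf and 0.08, 0.11 and 0.23 in the maxillary process. Those of different-numbered libraries ran from -0.57 to 0.40 and from -0.23 to 0.14, which overlaps them. Pairing was thus neither shown nor excluded, and the numbers were used as names only. With the replicate block, 40 genes passed in the maxillary process, 11 of them shared with the 12 (Ifitm2 at an adjusted p of 0.05633, edgeR), and 0 passed in the palatal shelf, where 581 had an unadjusted p under 0.05. The block turned the sign of the cell cycle median in the palatal shelf, to 0.003, and changed no other call of a named gene or list.

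The number of study lists past the threshold, 1 in each comparison, was 0 with fry and 0 with an estimated correlation in both, and 0 with no filter in the palatal shelf. It ranged from 0 to 3 lists across the fits that left out one replicate in the palatal shelf and from 0 to 2 in the maxillary process.

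Some list medians near 0 changed sign. In the palatal shelf the cell cycle median was 0.004 with DESeq2-type size factors, and with no filter the SR protein median was 0.00 (a value of 0 at 3 decimals, on the other side of zero) and the osteochondrogenic median -0.06. For the maxillary process, the osteochondrogenic median was 0.088 with no filter. The cause was not tested, apart from the genes that no filter adds. Across the fits that left out one replicate, palatal shelf medians ranged from -0.052 to 0.105 (SR protein), -0.053 to 0.122 (cell cycle), -0.01 to 0.52 (immediate early), -0.10 to 0.14 (facial mesenchyme), -0.181 to 0.051 (Wnt feedback) and -0.389 to 1.037 (osteochondrogenic). Those of the maxillary process ranged from -0.125 to 0.086 (SR protein), -0.001 to 0.18 (p53), -0.179 to 0.068 (FoxO), -0.031 to 0.289 (immediate early) and -0.522 to 0.074 (osteochondrogenic).

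The log2 fold change of Srsf3 in the maxillary process was -0.1557 with limma on log2(TPM + 1), -0.156 with a pseudocount of 0.1, and -0.0738 to 0.1703 when each library was left out. TPM corrects for the effective length, which was higher by 0.127 for Srsf3 in these libraries, and this covers part of the gap between the count and TPM values by construction. The cause of the rest was not tested. Palatal shelf Srsf3 was 0.0018 with either pseudocount and -0.0892 to 0.0024 when each library was left out. Pdgfra in the palatal shelf was 0.5914 and 0.5946 with the 2 pseudocounts, against 0.0193 from counts, where its effective length was lower by a shift of -0.579. When each library was left out, Pdgfra ranged from -0.0654 to 0.0991 in the palatal shelf and from -0.3237 to 0.108 in the maxillary process. No setting put Srsf3 or Pdgfra past the threshold.

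The overlap of the comparisons, 0 genes at an FDR of 0.05, was 68 at an unadjusted p under 0.05 and 2 with DESeq2. Spearman's rho was 0.002 with no filter, 0.023 over genes past an unadjusted p of 0.05 in either comparison, and -0.116 to 0.057 when each library was left out, with a permutation p of 0.05 at -0.116 (without library 1 labelled Srsf3 cKO) and 0.59 at 0.057.

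The main results were tallied apart, among them the gene counts, Srsf3 in the maxillary process and Pdgfra in the palatal shelf. Only counts could be scored as moved in size. Fold changes and the correlation were scored the same when direction and side of the threshold held, whatever their size. Pdgfra at 0.5914 with limma on log2(TPM + 1) thus counted as the same as 0.0193. Where the palatal shelf had 0 genes, the overlap and its counts at stricter thresholds could only be 0, so sameness there was fixed in advance. Of the 71 values of the main results under settings that kept all libraries, 52 were the same, 15 moved in size and 4 changed direction. With 1 library left out, 39 of 60 were the same, 12 moved in size and 9 changed direction. Of the other single genes and lists, 187 of 204 values with all libraries kept the direction and side of the threshold. A further 10 were weaker and 7 changed direction. Of 174 values of these other genes and lists with 1 library left out, 105 were the same, 40 weaker, 5 stronger and 24 changed direction. Unequal depth among the 6 libraries of the maxillary process did not make its calls, since all 12 genes were called after every library was thinned to 15.9 M counts.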

Other observations

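The tests of regrouped libraries, of H2afv as a single disrupted copy, of sequence shared with H2afz, of swapped labels and lost exons at Srsf3, of the ectoderm as a source of Zic2, of a lower share of mesenchyme, of lists with 1 library left out, of the median level of forebrain markers, and of sex and bone and cartilage genes against the first principal component were chosen only after the results were seen.

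Regrouping the 6 libraries of each comparison in all 10 ways gave a yardstick that cannot go under a share of 0.1. In the maxillary process 1 of the 10 splits, the real one, gave as many as 12 genes past an FDR of 0.05, and likewise 1 of 10 gave as many as 382 genes with DESeq2. In the palatal shelf all 10 gave as many as 0 genes, and 5 gave as many as the 4 genes of DESeq2. The 1 study list past the threshold was matched or exceeded in 8 of 10 splits in the palatal shelf and 9 of 10 in the maxillary process, so the p53 and facial mesenchyme calls do not stand apart from regrouped libraries. Of the excess of 68 genes at an unadjusted p under 0.05 in both comparisons, 2.08 times the expected number, 22 of 100 combinations of splits gave as large an excess, with a median of 1.48 times, so the excess does not stand apart from regrouped libraries.

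H2afv fell to 35.5% of its control level in the libraries labelled Srsf3 cKO. From general knowledge, and not from the deposited data, the nomenclature of a widely used Wnt1-Cre line places its insertion at H2afv, and the labels do not say which line was used. Loss of 1 of 2 copies would give a log2 fold change near -1, and the 95% interval ended at -1.26, so loss of a single copy with no further effect is argued against. A region of linked variants around the gene is argued against too. Of 74 tested genes within 5 Mb, 10.8% had an unadjusted p under 0.05 against 12.3% of the rest (p = 0.699, one-sided Fisher's exact test). Whether reads moved to the paralog H2afz cannot be told from the counts, since H2afz rose by 22 CPM with an SD of 103 CPM in controls and H2afv changed by -127 CPM. Transcript sequence shared with H2afz is argued against, since 0 of 1631 stretches of 31 nucleotides in the annotated H2afv transcripts occur in those of H2afz. An effect of the transgene insertion on H2afv beyond 1 copy, or a response to the genotype, may be considered, and the design cannot separate the transgene from the loss of Srsf3.

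Why Srsf3 was not reduced remains open. Swapped labels, full or partial, that hid a fall of Srsf3 by 1 or more on the log2 scale are argued against, since the lowest of the 6 libraries still had 69.9% of the highest. A swap that hid a smaller fall is not excluded. Its effective length was higher by 0.127 in the libraries labelled Srsf3 cKO (adjusted p 0.86, limma), without overlap between the groups, and by p it ranked 643 of 11002 genes. A transcript without the floxed exons might still be made and counted, but an exon-lacking form may be absent from the index, so the loss of some exons cannot be told apart from an unchanged transcript. Recombination in only part of the dissected cells was not tested.

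Zic2, Zic5, Foxd1 and Pou3f4 rose together in all 3 libraries labelled Srsf3 cKO, and the presence of tissue from another region was tested with marker lists. Forebrain neuroepithelium is argued against by level. The median of its tested markers there was 3.54 CPM against 80.2 CPM for Zic2, and the list median was -0.31 (1 of 4 higher, 1 gene at the floor of 3 counts; camera adjusted p 0.9442, limma), between -0.69 without library 1 labelled Srsf3 cKO and -0.01 without control library 1. Ectoderm left on the tissue could supply at most what its markers show, and the highest, Trp63, reached 3.62 CPM. The neuron and glia list went the other way, with a median of -0.747. Unequal depth among the libraries did not produce the pattern, as the largest adjusted p of the 4 genes was 0.00774 (edgeR) with every library thinned to 15.9 M counts. For mandibular mesenchyme the median was 0.442 (4 of 5 higher, adjusted p 0.5784, limma camera), but Hand2 rose and Gsc fell, so this source cannot be told apart from none. The median was 0.76 without library 1 labelled Srsf3 cKO, where the list passed (adjusted p 0.03398, limma camera), and 0.03 without library 3 and 0.13 without control library 1, where it did not. The frontonasal list had a median of -0.22 (1 of 4 higher, adjusted p 0.5784, limma camera), and 0 of 4 second arch genes were tested. Periocular mesenchyme remained. Its list had a median of 2.711 (5 of 5 higher, adjusted p 0.01774, limma camera). Foxc1 rose from 10.5 to 114 CPM and Foxc2 from 6.41 to 50.6 CPM. Rarb, of the same list, was flat, with 48.3 CPM in controls and 49.6 CPM in the libraries labelled Srsf3 cKO. Lmx1b had 1.8 ± 1.54 and 4.34 ± 6.09 CPM (SD, n = 3 each), within the spread between replicates. The call did not hold under fry (0.4205) or an estimated correlation (0.7621). As many region lists were given by 5 of the 10 splits. Without library 1 labelled Srsf3 cKO the periocular median was 1.33 (3 of 5 higher, adjusted p 0.4171, limma camera). It was 2.33 without control library 2 (0.06968) and 4.18 without control library 1, with 5 of 5 higher in each. All 5 of its genes passed the expression filter in this tissue and none is in another region list. A candidate explanation is therefore that more periocular mesenchyme was dissected with these maxillary processes, or that the mesenchyme itself took on such expression with the genotype. The data do not separate these. For the palatal shelf, the same list had a median of 0.60 (4 of 5 higher, adjusted p 0.00318, limma camera; 0.3578 with fry), also matched by 5 of 10 splits, and 0.94 without wild-type library 1. It missed the threshold without PI3K library 1 (0.05285, limma camera) or PI3K library 2 (0.06818). There the forebrain, mandibular and frontonasal medians were -0.04, 0.05 and -0.15, with adjusted p of 0.3241 or more by limma camera, and the mandibular median was 0.48 without wild-type library 1 (adjusted p 0.02043, limma camera) and -0.37 without PI3K library 1.

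Markers of other cells differed between the groups of the maxillary process. The endothelial list had a median log2 fold change of 0.793 (10 of 10 higher), the macrophage list 0.735 (10 of 10), the ectoderm list 1.96 (9 of 9) and the skeletal muscle list 0.452 (4 of 4, 1 of them at the floor of 3 counts in the controls, with the same median when set at its bound). All 4 passed an FDR of 0.05 by limma camera, as did the neuron and glia list, which was lower (median -0.747, 11 of 12 lower). The red blood cell list did not pass (0.467, 10 of 10 higher, adjusted p 0.0513, limma camera). No call held under fry (adjusted p 0.1028 or more) or an estimated correlation (0.2015 or more), and 2 of the 10 splits gave as many lists. Of the single genes, 0 passed over all genes tested and 10 endothelial, 2 neuron and glia and 1 skeletal muscle gene passed when adjusted over the list alone (edgeR), while 10 endothelial, 4 macrophage and 4 ectoderm genes had an unadjusted p under 0.05. In the controls the most abundant genes of the endothelial, macrophage and ectoderm lists were Cdh5 (105 ± 6.32 CPM in controls and 177 ± 60.8 CPM in the libraries labelled Srsf3 cKO), Csf1r (7.49 ± 1.82 and 11.9 ± 5.21 CPM) and Epcam (1.23 ± 0.808 and 2.45 ± 0.602 CPM; SD, n = 3 each), so the control tissue already held RNA of these cells. Laptm5 and Trp63 (3.62 CPM) were the most abundant of the macrophage and ectoderm lists in the libraries labelled Srsf3 cKO. Library 1 labelled Srsf3 cKO carried much of it. Without it the endothelial median was 0.44, the macrophage median 0.34 and the red blood cell median 0.03. Without control library 1 the ectoderm median was 4.42 and the muscle median 2.47. The red blood cell list passed without library 2 labelled Srsf3 cKO (0.76, adjusted p 0.0004468, limma camera) or control library 2 (0.70, 0.004621). The neuron and glia median was -0.38 without library 3 labelled Srsf3 cKO, where the call was lost (adjusted p 0.0976, limma camera), and -0.44 without library 2. Per library, the mean endothelial score was 0.06, 0.02 and -0.09 in the controls and 1.38, 0.56 and 0.41 in the libraries labelled Srsf3 cKO, a difference that has the smallest possible exact permutation p of 0.1. A lower share of mesenchyme would raise all these lists alike, yet the endothelial score less the neuron and glia score parted the groups by 0.81, which argues against it as the whole cause. Thinning every library to the same depth left the endothelial median at 0.791, which argues against unequal depth. A higher share of vessels and macrophages may be a property of the genotype or of the dissection, and these were not tested apart.

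In the palatal shelf 4 marker lists passed by limma camera: skeletal muscle (median 2.53, 10 of 10 higher, adjusted p 1.796e-09), neuron and glia (0.46, 12 of 15 higher, 1.696e-06), red blood cell (-0.62, 10 of 10 lower, 0.003233) and endothelial (0.14, 8 of 10 higher, 0.007084). The ectoderm (-0.03, 10 of 15 lower, 0.4141) and macrophage (-0.16, 9 of 10 lower, 0.4213) lists did not. Ectodermal RNA was abundant in both groups, with Krt14 at 190 ± 32.1 and 155 ± 69.8 CPM and Epcam at 78.3 ± 10.9 and 75.4 ± 23.6 CPM (SD, n = 3 each), so these libraries did not hold mesenchyme alone. As many lists were given by 3 of the 10 splits, and none held under fry or an estimated correlation (adjusted p 0.2503 or more). The muscle score was 2.55, -1.35 and -1.20 in the wild-type and 4.32, 1.35 and 3.50 in the PI3K libraries, so the groups overlapped (exact permutation p 0.2). Its most abundant gene, Actc1, had 5.99 ± 9.98 and 43.5 ± 31.4 CPM (SD, n = 3 each). The muscle median was 5.46 without wild-type library 1 and 1.505 without PI3K library 1. The red blood cell median was -0.34 without wild-type library 1 and -0.93 without wild-type library 3, and its call was lost without PI3K library 1 (adjusted p 0.1338, limma camera) or wild-type library 2 (0.1576), as was the endothelial call without wild-type library 2 (0.1576). The ectoderm median passed in opposite directions, at 0.21 without PI3K library 3 (adjusted p 0.0006974, limma camera) and at -0.24 without PI3K library 2 (14 of 15 lower, 0.0004515), and the macrophage median was 0.27 without wild-type library 1 (0.0493) and -0.35 without wild-type library 2 (0.001673).

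The first principal component of the palatal shelf, which did not follow the genotype, was set against 7 list means over the 6 libraries. The macrophage mean followed it, with Pearson's r -0.958 (exact permutation p 0.00417, adjusted over the 7 relations 0.0292), Spearman's rho -0.943 (p 0.0167) and r -0.950 without the 2 libraries farthest from the median. The osteochondrogenic mean had r -0.946 (exact permutation p 0.0167, adjusted 0.0583) and rho -0.714 (p 0.136), with r -0.740 without 2 libraries. The relation was not seen for ectoderm (r -0.00689), red blood cell (0.203) or endothelial (-0.145) markers, and skeletal muscle (-0.616) and neuron and glia (-0.444) markers cannot be told apart from no relation with 6 libraries. The sex of the embryo does not explain the component, since the PI3K library with Y-linked transcripts scored -46.7 relative to the wild-type library with them. A candidate explanation is that libraries varied in how much bone-forming tissue or in which stage was dissected, with macrophages following. One split of the 6 libraries lay along this component, with wild-type libraries 1 and 3 and PI3K library 1 against the rest. It gave 3 genes past an FDR of 0.05 and 849 with DESeq2, more than the 0 and 4 of the genotype. The labels give no batch that this split follows.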
